# Global survey of miRNAs and tRNA-derived small RNAs from the human parasitic protist *Trichomonas vaginalis*

**DOI:** 10.1186/s13071-020-04570-9

**Published:** 2021-01-29

**Authors:** Zhen-Sheng Wang, Hong-Chang Zhou, Chun-Yan Wei, Zhi-Hua Wang, Xiao Hao, Lian-Hui Zhang, Jing-Zhong Li, Zeng-Lei Wang, Heng Wang

**Keywords:** *Trichomonas vaginalis*, Transfer RNA, tRNA-derived small RNAs, tRFs, tRNA-halves, Trichomoniasis

## Abstract

**Background:**

Small non-coding RNAs play critical regulatory roles in post-transcription. However, their characteristics in *Trichomonas vaginalis*, the causative agent of human sexually transmitted trichomoniasis, still remain to be determined.

**Methods:**

Small RNA transcriptomes from *Trichomonas* trophozoites were deep sequenced using the Illumina NextSeq 500 system and comprehensively analyzed to identify *Trichomonas* microRNAs (miRNAs) and transfer RNA (tRNA)-derived small RNAs (tsRNAs). The tsRNA candidates were confirmed by stem-loop quantitative reverse transcription-PCR, and motifs to guide the cleavage of tsRNAs were predicted using the GLAM2 algorithm.

**Results:**

The miRNAs were found to be present in *T. vaginalis* but at an extremely low abundance (0.0046%). Three categories of endogenous *Trichomonas* tsRNAs were identified, namely 5′tritsRNAs, mid-tritsRNAs and 3′tritsRNAs, with the 5′tritsRNAs constituting the dominant category (67.63%) of tsRNAs. Interestingly, the cleavage site analysis verified both conventional classes of tRNA-derived fragments (tRFs) and tRNA-halves in tritsRNAs, indicating the expression of tRNA-halves in the non-stress condition. A total of 25 tritsRNAs were experimentally confirmed, accounting for 78.1% of all tested candidates. Three motifs were predicted to guide the production of tritsRNAs. The results prove the expression of tRFs and tRNA-halves in the *T. vaginalis* transcriptome.

**Conclusions:**

This is the first report of genome-wide investigation of small RNAs, particularly tsRNAs and miRNAs, from *Trichomonas* parasites. Our findings demonstrate the expression profile of tsRNAs in *T. vaginalis*, while miRNA was barely detected. These results may promote further research aimed at gaining a better understanding of the evolution of small non-coding RNA in *T. vaginalis* and their functions in the pathogenesis of trichomoniasis.
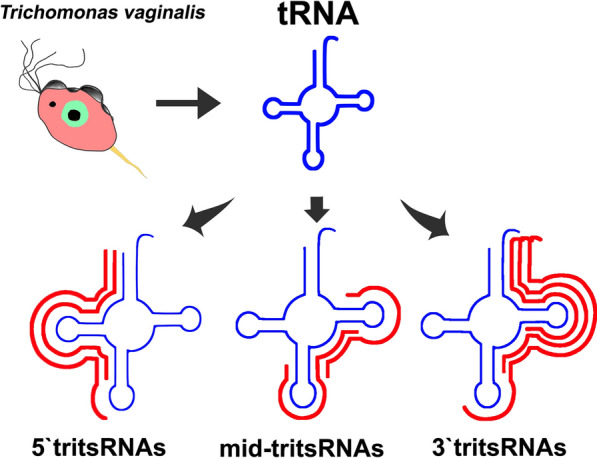

## Background

Small non-coding RNAs (snRNAs) have emerged as essential post-transcriptional regulators in a myriad of cellular and organismal processes and have consequently become an important focus of research in the past three decades. Since the discovery of microRNAs (miRNAs) in 1993 [1], the repertoire of snRNAs has greatly expanded through continuous characterization of new small RNAs from various origins, facilitated by the advance of deep sequencing technologies. In addition to such well-established snRNAs as miRNAs, endogenous small interference RNAs (endosiRNAs) and P-element induced wimpy testis (PIWI) protein-interacting RNAs (piRNAs), transfer RNA (tRNA)-derived snRNAs have remained a highly studied topic in recent years, and their important roles in a wide variety of biological and pathological situations have been increasingly recognized.

tRNA-derived small RNAs (tsRNAs) can be broadly categorized into two main classes that are likely dependent on their biogenesis: tRNA-halves and tRNA-derived fragments (tRFs). The conventional tRNA-halves are produced by a single ribonucleolytic cleavage within the anticodon loops of mature tRNAs under stress conditions, and thus they have also been referred to as tRNA-derived stress-induced small RNAs (tiRNAs) [2–6]. However, a recent study presented evidence of tRNA-halves being expressed in a non-stress condition [7], suggesting that the factors affecting the genesis of tRNA-halves might need to be re-evaluated. Endonucleolytic cleavages of both mature and precursor tRNAs near the D-,anticodon-,or TψC-arm lead to the generation of tRFs. Despite the need for a consistent nomenclature to describe the types of tRFs, they are typically classified into four subclasses: 5′tRFs, 3′tRFs (or 3′CCA tRFs), 3′UtRFs (tRF-1) and internal tRFs (itRFs or mid-tRFs) in terms of their positions mapped to tRNAs [8–10]. tRFs are constitutively and conservatively expressed in organisms from lower archaea to mammals; however, their biological roles and mechanisms of action remain largely unclear.

Research to date has associated tsRNAs with diverse human diseases and infections, revealing functions in the regulation of cell apoptosis, cell viability, RNA degradation, RNA stability, translational repression and cellular proliferation [6, 11–14]. Most interestingly, tRFs have the ability to behave like canonical miRNAs and regulate target gene expression through essential interactions with the Argonaute (AGO) family [15, 16], PIWI [17] or DICER proteins [18]. The similarity of tRFs and miRNAs has also resulted in misannotation and cross-mapping of these two groups. In some species that lack miRNA molecules, such as *Plasmodium* parasites, tRFs might act as alternative regulators to accomplish the intense post-transcriptional regulation needed during the rapid morphological change undergone by these organisms [10]. In the flagellated protozoan *Giardia lamblia*, the abundant tRFs detected were involved in the differentiation process, while miRNAs that had been previously reported were found to be absent or misannotated [19]. tRFs have also been discovered in other protozoan parasites, including *Tetrahymena* and *Trypanosoma cruzi* [20], as well as from exosomes of *Leishmania donovani* [21], implying their conservative expression in primitive eukaryotes, although their functions need to be further investigated.

*Trichomonas vaginalis* is an extracellular, unicellular flagellated protozoan parasite that belongs to the same class of Zoomastigophorea as *G. lamblia*. Infection of *T. vaginalis* leads to the occurrence of trichomoniasis, which remains the most prevalent non-viral sexually transmitted disease in humans, affecting 142.6 million people annually [22]. *Trichomonas vaginalis* parasites undergo dramatic biological changes even within the single trophozoite stage, including morphological change, DNA replication, multiple nucleus divisions, transposon activities and lateral gene transfer during differentiation. It is possible that the parasites take the advantage of certain snRNAs, such as tRNA-halves, tRFs or miRNAs, in these complicated changes. To date, miRNAs have only been reported by *in silico* prediction or hairpin-loop searching in *T. vaginalis* [23–25]. However, the misinterpretation of miRNAs discovered using the same methods in a closely related parasite, *G. lamblia* [19], hint at an ambiguous fate of *Trichomonas* miRNA molecules. Albeit a recent study revealed the occurrence of nine tRNA-halves in extracellular vesicles from *T. vaginalis* [7], their global expression profile in this parasite still remains to be revealed. It is therefore necessary to revisit the small RNAs in *T. vaginalis*, in particular tsRNAs and miRNAs, using advanced high-throughput deep sequencing to achieve a better understanding of the snRNAs in this parasite.

In the study reported here, we deeply sequenced the small RNA transcriptome from *Trichomonas* trophozoites. Based on our results from a genome-wide comprehensive analysis and experimental verification, we report for the first time the global identification and characterization of endogenous *Trichomonas* tsRNAs that may play a pivotal role in parasite development. In contrast, analysis of our sequencing data barely detected miRNAs.

## Methods

### *T. vaginalis* maintenance and RNA isolation

Three original clones (Tv01, Tv02 and Tv03) of *T. vaginalis* strains P7, which was isolated and cloned in 2012 and stored in liquid nitrogen until use, were maintained in Diamond’s media supplemented with 10% heat-inactivated bovine serum, penicillin (100 units/ml) and streptomycin (0.1 mg/ml) at 37°C without extra iron, as previously described [26]. The morphology of the parasites was checked daily to ensure the maintenance of typical pear-shaped trophozoites during culture. Parasite viability and density were monitored by Trypan blue exclusion on the hemocytometer. Fewer than 1 × 10^6^ trophozoites/ml was maintained during culture to avoid overgrowth. The pellet of each isolate was collected at the exponential phase of the trophozoite by centrifugation. Total RNA was extracted employing TRIzol Reagent (Invitrogen, Shanghai, China) and treated with DNase I to remove any genomic DNA contamination. RNA was then separated by urea-denatured 15% polyacrylamide gel electrophoresis, and bands of small RNAs with a length of 12–40 nucleotides (nt) were extracted and purified for further use.

### Small RNA library construction and deep sequencing

To avoid the interference of numerous post-transcriptional modifications in tRNA during complementary DNA (cDNA) synthesis and adapter ligation in RNA-sequencing, the following treatments were completed before library construction: (i) both 3′-aminoacyl deacylation and 2′, 3′-cyclic phosphate removal to 3′-OH for 3′ adaptor ligation; (ii) 5′-hydroxyl group phosphorylation to 5′-phosphorylation for 5′-adaptor ligation; (iii) m1A and m3C demethylation for efficient reverse transcription. The construction and subsequent sequencing of small RNA libraries were accomplished following commercial protocols. Briefly, small RNA molecules were ligated to 5′ and 3′ adaptors consecutively and then converted to cDNA by reverse transcription followed by PCR amplifications (RT-PCR). Approximately 2.34 fmol of RT-PCR products per sample were sequenced directly by the Illumina NextSeq 500 system (Illumina Inc. San Diego, CA, USA) at 50 bp single-read by Aksomics Inc. (Shanghai, China).

### Small RNA analysis and tsRNA identification

The quality of raw sequencing data was evaluated using FastQC (v0.11.7). The 3′ and 5′ adaptors were trimmed and reads shorter than 18 nt or longer than 40 nt were filtered out by Cutadapt (v1.17) and Python2 (v2.7.5) to remove any contamination and yield clean data. The clean dataset was further mapped to the genome of *T. vaginalis* G3 strain (TrichDB, release 47; http://trichdb.org/trichdb/) using BLASTN. The clean-read counts were normalized as a relative number per one million reads (RPM) and analyzed in both the total and unique read categories to indicate the abundance and diversity of reads, respectively. To investigate tRNA-derived segments, the data were further aligned to a total of 165 *T. vaginalis* tRNA genes downloaded from the TrichDB database (http://trichdb.org/trichdb/) by performing BLASTN alignment. The genome-wide expression intensity of the *T. vaginalis* tsRNAs was sequentially calculated with the “Build” function of Bowtie2 (v2.1.0.0) and the “coverageBed” function of Bedtools (v2.29.2). Data extraction of each type of tsRNAs was performed by compiled Perl (v5.22) codes. The statistical analysis for the Pearson correlation coefficients was carried out utilizing the “cor” function in R package stats. The ggplot2 package (v3.3.1) in R language (v3.5.0) was employed to create all the plots.

### Motif analysis

The motifs at the cleavage sites of tritsRNAs were predicted by using the GLAM2 algorithm in Gapped Local Alignment of Motifs (GLAM2 v1056) [22] with default parameters adopted, except that only the given strand was aligned.

### Stem-loop RT-PCR

The templates of total RNAs were reverse-transcribed into cDNAs utilizing the Goldenstar™ RT6 cDNA Synthesis Kit (Beijing TsingKe Biotech Co. Ltd., Beijing, China) following the manufacturer’s instructions. Specific stem-loop reverse transcription primers (Additional file 1: Table S1) were designed in accordance with the sequence of each tritsRNA candidate, as described previously [27, 28]. The PCR was carried out with an initial denaturation at 98 °C, 2 min; followed by denaturation at 98 °C/10 s, annealing at 55 °C/10 s and extension at 72 °C/15 s, for 35 cycles; with a final extension at 72 °C for 5 min. The PCR products were evaluated in a 12% polyacrylamide gel. The expected sizes of the PCR products were estimated by the length of each tsRNAs, with additional ~ 40 bp of nucleotides technically introduced into the stem-loop primers. Negative controls lacking DNase I-treated RNA or reverse transcriptase in the RT reactions or template in the PCR analyses were applied to validate the accuracy and specificity of the stem-loop RT-PCR analyses. The PCR primers are listed in Additional file 1: Table S2.

## Results

### Absence of miRNAs in *T. vaginalis*

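Small RNA libraries were made from trophozoites, the motile feeding form of *T. vaginalis*, of 3 clones of strain P7 named Tv01, Tv02 and Tv03, with 1 library per clone. All clones were grown in the same medium without a treatment, so they served as 3 replicates of 1 condition and no groups were compared. The methods describe them as clones of strain P7, whereas the sample labels call each of them a strain. The paper gives penicillin at 100 units/ml and a gel band of 12 to 40 nt, and the deposited descriptions give 1000 units/ml and 14 to 40 nt. Before ligation, the RNA was deacylated, its ends were repaired and 2 kinds of base methylation were removed, which lets modified tRNA fragments be ligated and read.
For each library, the authors deposited the number of raw reads, the number of clean reads left after adaptor trimming, the base composition, and the number of clean reads of each length. Tv01 gave 9249066 raw and 6909748 clean reads (74.7% kept), Tv02 gave 13371126 raw and 7811640 clean reads (58.4% kept), and Tv03 gave 11919160 raw and 6186244 clean reads (51.9% kept). The clean-read totals were those of Table 1. The reads of each length summed exactly to the clean-read total, and the lengths times their reads summed exactly to the total number of bases. G and C made up 47.5%, 48.3% and 46.9% of the bases in Tv01, Tv02 and Tv03.
The length tables ran from 14 to 40 nt, while the methods state that reads shorter than 18 nt were removed. Reads of 14 to 17 nt made up 9.87% of the clean reads in Tv01, 19.5% in Tv02 and 34.8% in Tv03. Shares are given over all clean reads, and over reads of 18 to 40 nt where stated. The counts precede mapping and therefore hold reads that did not match the genome. A length was called a peak when it had more reads than the length on either side. At these read numbers, the exact 95% binomial (Clopper-Pearson) interval of a share was narrow, for example 9.84% to 9.89% for the short reads of Tv01. Such intervals cover only the counting error of independent reads. The libraries were amplified by PCR, so 1 molecule may be counted more than once, and the intervals may be too narrow.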

Three *T. vaginalis* strains were employed for deep sequencing of the 18- to 40-nt small RNAs. 

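Most of the clean reads of each clone matched the parasite genome. Over the deposited clean-read totals, the mapped reads that the paper lists in Table 1 amounted to 91.2% in Tv01, 90.5% in Tv02 and 93.9% in Tv03, a mean of 91.9% ± 1.79 (SD, n = 3 clones) and 91.8% when the clones were pooled. The unmapped reads that the paper lists amounted to 8.77%, 9.47% and 6.07% of the clean reads, so Tv03 had the smallest unmapped share. Of the clean reads, 6228094 in Tv01, 6286368 in Tv02 and 4033888 in Tv03 were 18 to 40 nt long.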

As shown in Table 1, the three libraries yielded 6,303,530, 7,071,840 and 5,809,794 reads, respectively, that perfectly mapped to the *T. vaginalis* genome, accounting for an average of 91.76% of the clean data. 

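The most abundant small RNAs of 18 to 40 nt were 29 nt long in Tv01 and Tv02 and 32 nt long in Tv03. The 29-nt reads made up 8.76% of the clean reads in Tv01, 6.28% in Tv02 and 3.69% in Tv03, a mean of 6.24% ± 2.53 (SD, n = 3). The 32-nt reads made up 4.26%, 4.51% and 5.41%, a mean of 4.73% ± 0.602. The 36-nt reads made up 3.50%, 4.31% and 3.34%, a mean of 3.72% ± 0.522. The number of 29-nt reads per 32-nt read was 2.05 in Tv01, 1.39 in Tv02 and 0.682 in Tv03.
The 29-nt reads exceeded the mean of the 28- and 30-nt reads by a factor of 1.96 in Tv01, 1.65 in Tv02 and 1.08 in Tv03. The 32-nt reads exceeded the mean of their neighbours by a factor of 1.27, 1.27 and 1.86. The 36-nt reads did so by a factor of 1.31, 1.22 and 1.21. All 3 lengths were thus peaks in every clone, and so were 20 and 22 nt, which makes 5 lengths in all. Within 18 to 40 nt, the 29-nt reads were 9.71%, 7.80% and 5.65% and the 32-nt reads were 4.73%, 5.60% and 8.29% in Tv01, Tv02 and Tv03. The 36-nt reads were 3.89%, 5.36% and 5.11% of that range, so Tv01 then had the smallest share. When a peak had to exceed the 2 lengths on each side, only 29 and 36 nt remained peaks in every clone. In Tv01 the 30-nt reads (297838) outnumbered the 32-nt reads (294516).

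**Figure D1:**
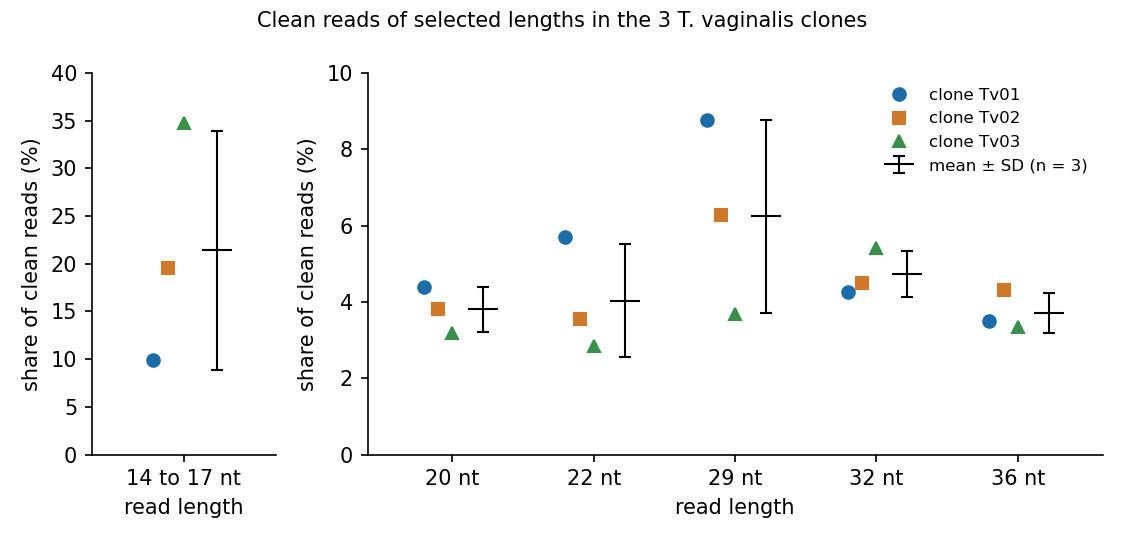
Share of clean reads (%, vertical axis) by read length (horizontal axis) in clones Tv01, Tv02 and Tv03 (coloured points, 1 library each), with the mean ± SD over the 3 clones in black. The left panel has its own scale. The 29-nt points lie between 3.69% (Tv03) and 8.76% (Tv01), and the 14- to 17-nt points between 9.87% (Tv01) and 34.8% (Tv03).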

The distribution of mapped reads from these three isolates was relatively consistent, all displaying three main peaks at 29, 32 and 36 nt (Fig. 1a). Consequently, these data were pooled together for further analysis to enhance the identification of any novel type of small RNAs. 

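The pooled clean reads, 20907632 in all, kept peaks at 29, 32 and 36 nt and also had peaks at 20, 22 and 24 nt. The 24-nt peak was found in Tv01 and Tv02 but not in Tv03. The 29-nt class was the largest of the pool with 1323591 reads (6.33%), of which 605053 came from Tv01, 490449 from Tv02 and 228089 from Tv03. The 14-nt class followed with 6.04% and the 15-nt class with 5.63%, and the 32-nt and 36-nt classes held 4.69% and 3.76%. The 14-nt class differed most between the clones, with 103535 reads in Tv01, 420399 reads in Tv02 (5.38%) and 738922 reads in Tv03 (11.9%), where it was the largest of all lengths. The 15-nt class held 2.31%, 5.26% and 9.81%, and the 16-nt class 2.88%, 4.92% and 7.64%. The 17-nt class held 3.18%, 3.97% and 5.39%. The 27-nt class was largest in Tv01, with 4.77%, 3.49% and 2.38%, and so were the 28-nt class (4.62%, 3.70% and 3.31%) and the 30-nt class (4.31%, 3.90% and 3.53%). The 18-nt class was more even, with 4.05%, 3.66% and 3.82%. Over reads of 18 to 40 nt, the 27-nt class was still largest in Tv01 (5.29%, 4.34% and 3.65%). The 28-nt class was then nearly equal in Tv01 and Tv03 (5.12%, 4.59% and 5.08%). The 30-nt class (4.78%, 4.85% and 5.42%) and the 18-nt class (4.49%, 4.55% and 5.86%) were then largest in Tv03.
To turn the size distribution of one clone into that of another, 13.5% of the reads would change length between Tv01 and Tv02, 26.4% between Tv01 and Tv03, and 16.3% between Tv02 and Tv03 (total variation distance). Over reads of 18 to 40 nt, these distances were 8.43%, 12.1% and 6.21%. The counts of the 3 clones differed by far more than the counting error of independent reads (chi-square test of homogeneity over 27 lengths, 1651068 on 52 degrees of freedom). With 1 library per clone, a difference between clones cannot be set against the spread within a clone.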

Apart from these three major peaks, in total reads, a single peak at 34 nt showed in unique reads (Fig. 1b). This feature was incredibly different from those of model organisms, which generally have demonstrated a peak at ~ 22 nt dominated by miRNAs in both the total and unique reads [29–31] and suggests that the composition of small RNAs in *T. vaginalis* might be divergent.

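Reads of 22 nt, the size of a typical miRNA, were fewer than those of 29 nt in every clone. They made up 5.69% of the clean reads in Tv01, 3.56% in Tv02 and 2.86% in Tv03, a mean of 4.04% ± 1.47 (SD, n = 3). They formed a local peak in each clone, exceeding the mean of the 21- and 23-nt reads by a factor of 1.33 in Tv01, 1.12 in Tv02 and 1.13 in Tv03. Among the lengths of 18 to 40 nt, the 22-nt class ranked 2 in Tv01, 11 in both Tv02 and Tv03, and 3 in the pool, behind 29 and 32 nt. The unique reads, in which each distinct sequence counts once, were not analysed here. From the contrast with model organisms, whose small RNAs peak near the length of miRNAs, the paper proposes that the composition of small RNAs in *T. vaginalis* might be divergent.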

**Table 1.** Mapping and classification of reads against the *Trichomonas vaginalis* genome

Reads	Clone Tv01	Clone Tv02	Clone Tv03	Pooled data
Clean reads	6,909,748	7,811,640	6,186,244	20,907,632
Un-mapped reads	606,218	739,800	375,450	1,721,468
Mapped reads	6,303,530	7,071,840	5,809,794	19,185,164
mRNAs	190,790	322,082	651,191	1,164,063
5′UTR	3765	5245	7938	16,948
CDS	186,694	316,213	642,807	1,145,714
3′UTR	1219	1648	2095	4962
rRNAs	2,772,196	2,639,586	1,807,762	7,219,544
tRNAs	955,479	1,076,990	624,938	2,657,407
miRNAs	39,596	57,388	44,879	141,863
sn/snoRNAs	1331	1521	1532	4384
Unannoted small RNAs	2,344,138	2,974,273	2,679,492	7,997,903

CDS, Coding sequence; m/mi/r/tRNA, messenger/micro/ribosomal/transfer RNA, respectively; sn/snoRNA, small nuclear/nucleolar RNA, respectively; UTR, untranslated region

**Fig. 1.**

General features of 18- to 40-nt-long small RNAs from *Trichomonas vaginalis*. **a**,** b** Size distributions of small RNAs from individual samples (**a**) and pooled data (**b**). **c** Abundance of small RNA populations with reference to the *T. vaginalis* genomic annotation. **d** Genome-wide density analysis of small RNAs along all contigs of *T. vaginalis* genome. Red dots represent tsRNAs.* tsRNAs* Transfer RNA-derived small RNAs

The data were then annotated, and the abundance of each type of small RNA was assessed in terms of its expression level. As illustrated in Fig. 1c, these small RNAs originated from ribosomal RNAs (rRNAs), tRNAs, messenger RNAs (mRNAs), small nuclear RNAs, small nucleolar RNAs (snoRNAs), as well as unannotated small RNAs. 

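Ribosomal RNA was the largest annotated source of small RNAs in every clone, and tRNA was the next largest in Tv01 and Tv02. The class counts are the paper's own from Table 1, set here over the deposited clean-read totals of each clone. rRNA reads amounted to 40.1% in Tv01, 33.8% in Tv02 and 29.2% in Tv03, a mean of 34.4% ± 5.47 (SD, n = 3). mRNA reads, mostly from coding sequence, amounted to 2.76%, 4.12% and 10.5%, a mean of 5.80% ± 4.15, so Tv03 had 3.81 times the share of Tv01. The mRNA share of Tv03 exceeded the share of its tRNA class. That class leaves out the tRNA-derived miRNA candidate tvm-005 (0.720% of the clean reads of Tv03), and adding it would reverse this order. Small nuclear and nucleolar RNA reads stayed between 0.0193% and 0.0248% of the clean reads. Unannotated small RNAs amounted to 33.9%, 38.1% and 43.3%, a mean of 38.4% ± 4.70, and exceeded the rRNA reads in Tv02 and Tv03. Tv03 thus had the highest mRNA and unannotated shares, and it was also the clone with the most 14- to 17-nt reads. Without Tv03, the mean mRNA share was 3.44%.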

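Reads of previously proposed miRNAs were rare in all 3 clones once the tRNA-derived tvm-005 was left out. The others were counted as listed, whatever RNA they derive from. The paper's Table S3 lists 171 such reads in Tv01, 434 in Tv02 and 366 in Tv03. Over the deposited clean reads these are 0.00247% (exact 95% interval 0.00212% to 0.00287%), 0.00556% (0.00505% to 0.00610%) and 0.00592% (0.00533% to 0.00655%), a mean of 0.00465% ± 0.00189 (SD, n = 3). The 971 reads of the pool are 0.00464% (0.00436% to 0.00495%). The interval of Tv01 lay below those of Tv02 and Tv03. These intervals treat reads as independent molecules, and each clone had 1 library, so the gap does not show a difference between clones. With tvm-005 included, the miRNA reads of the pool were 141863, or 0.679% of the clean reads. For comparison, the clean reads of the pool held 848375 reads of 22 nt, 874 for each read of a proposed miRNA other than tvm-005. These counts are unlike, since the 22-nt reads include unmapped reads and the lengths of the miRNA reads are not given.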

Unexpectedly, there was an extremely low abundance of miRNAs in our pool (0.0046%). Among the 27 miRNAs identified previously [23–25], only nine were detected in our deep sequencing data, and these had particular low counts, with the exception of ‘tvm-005’ derived from tRNA (Additional file 1: Table S3). In contrast, tsRNAs predominated after the rRNA-derived reads and accounted for 12.79% of clean reads. These molecules prevailed in *T. vaginalis* genomic contig DS113177 to DS127907, from where tRNA genes were mainly coded (Fig. 1d).

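Of the 27 miRNA sequences searched in Table S3, 9 had at least 1 count in any clone, 7 had a count in every clone and 4 (tvm-001, tvm-002, tvm-003 and tvm-005) had at least 10 counts in every clone. The counts are the paper's, given here as RPM, scaled to the deposited clean reads. tvm-005 reached 5706, 7291 and 7195 RPM in Tv01, Tv02 and Tv03, a mean of 6731 ± 889 (SD, n = 3), and took 99.3% of all counts in the table. The next most abundant was tvm-003 with 6.66, 27.8 and 27.6 RPM, a mean of 20.7 ± 12.2. tvm-002 was steady, with 12.2, 13.3 and 14.5 RPM, and the exact 95% intervals of its 3 values overlapped. tvm-001 had 2.46, 7.81 and 12.4 RPM. The remaining 5 detected sequences (tvm-004, Tvm1, Tvm6, Tvm7 and tva-miR-006) stayed between 0 and 3.58 RPM in each clone. In its discussion, the paper traces 2 of the 9 detected sequences to tRNAs and describes 1 as apparently from ribosomal RNA. For the 18 sequences with no count in any clone, 3 counts, the approximate one-sided 95% upper limit for a count of 0, would have been 0.434 RPM in Tv01, 0.384 RPM in Tv02, 0.485 RPM in Tv03 and 0.143 RPM in the pool. The upper bounds of the two-sided exact 95% intervals were 0.534, 0.472 and 0.596 RPM in the 3 clones.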

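Reads that the paper assigns to tRNAs in Table 1 were 955479 in Tv01, 1076990 in Tv02 and 624938 in Tv03. Over the deposited clean reads they amounted to 13.8% in both Tv01 and Tv02 and to 10.1% in Tv03, a mean of 12.6% ± 2.14 (SD, n = 3) and 12.7% in the pool. They were fewer than the rRNA reads in every clone. In Tv03 they were also fewer than the 651191 mRNA reads. The tRNA counts leave out the tRNA-derived tvm-005, which Table 1 lists among miRNAs. Adding its 44513 reads in Tv03 would put tRNA above mRNA there.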

### Profiles of tsRNAs from *T. vaginalis*

To explore the expression profiles of tsRNAs, we analyzed their 20-amino acid parental tRNAs. Eight amino acids, namely Glu, Gly, Phe, Lys, Val, Arg, Asn and Tyr, were found to comprise up to 85% of all tsRNAs (Fig. 2a). This expression bias indicated that the tsRNAs were not generated by the random degradation of mature tRNAs. The distribution pattern of tsRNAs was investigated further and in addition to the distribution shown in Fig. 1b, there were only two conspicuous peaks, at ~ 29 and ~ 33 nt, that dominated in the total tsRNAs (Fig. 2b), implying multiple types of tsRNAs with diverse sizes in *T. vaginalis*. These tsRNA reads were therefore mapped to all 165 *Trichomonas* tRNAs. As expected, their biogenesis from the parental tRNAs was found to be relatively conserved, as previously reported [10, 19–21], with a large number of reads aligned to three main positions at the 5′ end, anticodon area and 3′ end of mature tRNAs (Fig. 2c). Consequently, these three types of *Trichomonas* tsRNAs were named 5′tritsRNAs, mid-tritsRNAs and 3′tritsRNAs, respectively. The homogeneity of these tritsRNAs based on their types and size distributions were investigated by plotting the RPM values against sizes in both the total and unique reads. Two peaks were observed for 5′tritsRNAs, at ~ 29 nt and ~ 33 nt; one peak was observed for mid-tritsRNAs, at ~ 21/22 nt; and two peaks were observed for 3′tritsRNAs, at ~ 24 nt and ~ 40 nt, respectively (Fig. 2d), displaying a great difference in their sizes. The double peaks that occurred in the plots of 5′tritsRNAs and 3′tritsRNAs suggested that there were at least two subgroups of tritsRNAs in each type.

**Fig. 2.**

Profiles of tRNA-derived small RNAs from *T. vaginalis*. **a** Frequency of tsRNAs originating from tRNAs, **b** size distributions of tsRNAs, **c** coverage range analysis of tritsRNAs among the top 20 highest tsRNA-expressed tRNAs, **d** size distributions of three types of tritsRNAs in both the total and unique reads, **e** frequency of three categories of tsRNAs

We subsequently selected the top 20 tRNAs that produced high levels of tritsRNAs to further evaluate their expression divergence. Among these, seven primarily produced 5′tritsRNAs, three generated mid-tritsRNAs and five created 3′tritsRNAs; the remaining yielded tritsRNAs from multiple regions (Fig. 2c). 5′tritsRNAs were the dominant type (67.62%) of tritsRNAs, with mid-tritsRNAs and 3′tritsRNAs accounting for only 7.37% and 15.86%, respectively (Fig. 2e). No significant association between the abundance of any two types of tritsRNAs was found by Pearson correlation analysis (Additional file 2: Figure S1). The predominating tritsRNAs in each group were then examined by plotting the RPM values of all 60 tritsRNAs from these tRNAs against their sizes. A total of 32 tritsRNAs were identified to show consistent peaks, as shown in Fig. 2d, including nine 5′tritsRNAs, 12 mid-tritsRNAs and 11 3′tritsRNAs, as shown in Additional file 3: Figure S2, Additional file 4: Figure S3, Additional file 5: Figure S4 and in Table 2. These 32 tritsRNAs were then used for further classification and confirmation analysis.

**Table 2.** Classification of tritsRNA candidates

Category	Class	Parental tRNAs	Size (nt)
5'tritsRNAs	5′tritRFs	Glu^CTC^, Glu^TTC^, Lys^CTT^, Lys^TTT^, Val^GAC^, Tyr^GTA^	29
	5′tritRNA-halves	Phe^GAA^, Gly^GCC^, Val^TAC^	33
mid-tritsRNAs	mid-tritRFs	Arg^CCT^, Arg^TCT^, Asn^GTT^, Asp^GTC^, Gln^CTG^, His^GTG^, Ile^GAT^, Lys^CTT^, Met^CAT^, Val^GAC^, Phe^AAA^, Val^TAC^	21/22
3'tritsRNAs	3′tritRFs	Glu^TTC^, Val^TAC^, Lys^CTT^	24
	3′tritRFs	Arg^CCT^, Arg^TCT^, Glu^CTC^	33
	3′tritRNA-halves	Leu^CAA^, Val^GAC^, Thr^TGT^, Ile^GAT^, Met^CAT^	40

### Identification of tritRFs and tritRNA-halves

tRFs, which are typically shorter than 32 nt [8], are the theoretical products of tsRNAs under ordinary conditions; however, our analysis identified longer products in both 3′ and 5′tritsRNAs. To further classify these tritsRNAs, we investigated their cleavage sites by aligning each of those 32 tritsRNAs to its parental tRNA. As illustrated in Fig. 3, two sites were identified that produced 5′tritsRNAs, with one occurring in the anticodon loop, generating the 33-nt 5′tritsRNAs, and one in the anticodon arm, yielding the 29-nt 5′tritsRNAs. The mid-tritsRNAs originated from two sets of combined endonucleolytic cleavages, both of which occurred in the arms neighboring the anticodon loop and TψC loop; however, one group covered the anticodon loop while the other involved the TψC loop. Three cleavage sites in anticodon loop, anticodon arm and TψC arm resulted in the generation of 3′tritsRNAs with sizes of 40, 33 and 24 nt, respectively. Therefore, 29-nt 5′tritsRNAs, mid-tritsRNAs and 24- and 33-nt 3′tritsRNAs were produced by combined cleavages other than that in the anticodon loop and belonged to the class of tritRFs, while two types (33-nt 5′tritsRNAs and 40-nt 3′tritRNAs) were generated by a single cleavage in the anticodon loop and thus were classified as tritRNA-halves (Table 2).

**Fig. 3.**

Cleavage sites of tritRNA-halves and of tritRFs in schematic mature tRNAs. The tritsRNA sequences are highlighted in blue, and cleavage sites are indicated by red triangles.* RF* RNA-derived fragments

### Experimental confirmation of tritsRNA candidates and motif prediction

We further experimentally evaluated the presence of tritRFs and tritRNA-halves in *T. vaginalis* to confirm our findings. Stem-loop RT-PCR successfully amplified 25 (9 5′tritsRNAs, 7 mid-tritsRNAs, 9 3′tritsRNAs) of these 32 candidates, corresponding to 78.1% of the candidates tested. This result proved that both tritRFs and tritRNA-halves were expressed in the *T. vaginalis* transcriptome (Fig. 4a).

**Fig. 4.**

Experimental confirmation and motif prediction of tritsRNAs. **a** Reverse transcription (RT)-PCR validation of tritsRNA candidates. Each tritsRNA is shown in four adjacent lanes, which are from left to right: stem-loop RT-PCR with DNase-treated RNA template (left, “+”); without RNA template (left middle, “-”); without reverse transcriptase in RT reactions (right middle, “-”); and without template in the PCR reaction as negative control (right, “-”).* M* indicates the DNA ladder. The yellow arrows refer to the products with the expected size. **b** Schematic representation of the motif sequences and locations in the backbone of a mature tRNA.

The motifs around the cleavage sites that might guide the generation of tritsRNAs were then explored. Employing the GLAM2 algorithm, we successfully predicted that three motifs (Motifs TV1–3; Fig. 4b) would process tritsRNAs. Motif TV1 was located along the D-stem and anticodon-arm for the 3′ end cleavage of 5′tritsRNAs (29 nt). Motif TV2 and TV3 were both in the TψC stem to process the 3′ end cleavage of mid-tritsRNAs (22 nt) and 5′ end cleavage of 3'tritsRNAs (24 nt), respectively. Albeit both motif TV2 and TV3 contained the highly conservative ‘UUC’ triple-nucleotide element, they seemed to be controlling the generation of various types of tritsRNAs (Fig. 4b).

## Discussion

Despite the critical regulatory roles of snRNAs in post-transcription, our knowledge of their characteristics, biogenesis and functions in lower eukaryotes remains limited. The recent rapid development of high-throughput sequencing technology has greatly advanced research on small non-coding RNAs, revealing a variety of small RNAs, including those formerly misclassified tsRNAs. In this study, we used deep sequencing techniques and genome-wide studies to investigate small RNAs from the human parasite *T. vaginalis*. Strikingly, miRNAs occurred at a particularly low abundance (0.0046%) in our dataset. Although previous studies have reported 27 miRNAs based on *in silico* prediction or hairpin-loop searching, only nine were identified in our analysis. Two of them were derived from tRNAs and classified as 5′tritsRNA-Gln^TTG^ and 5′tritsRNA-Thr^TGT^, and one was apparently generated from 16S ribosomal RNA [23]. The extremely low abundance of miRNAs may indicate that their biological role is minimal or that they are not even present in *T. vaginalis*. It has been shown that miRNA is either absent or has no biological function in protists such as *Plasmodium falciparum* [10], *Giardia lamblia* [19] and *Leishmania* parasites [32], suggesting that these parasites likely employ other molecules to complete gene regulation. For example, tsRNAs have been reported to be involved in *Giardia lamblia* parasite differentiation [19]. In mammalian cells, tsRNAs have also been found to participate in translational regulation by binding a multienzyme complex [33], ribosomes [34] and stress granules [35] in an AGO-independent way. Since the AGO homolog has not been identified in *T. vaginalis*, it is thus possible that the tsRNA molecules in this parasite might adopt the AGO-independent manner and function in gene regulation.

In *T. vaginalis*, we identified three categories of tritsRNAs: 5′tritsRNAs, mid-tritsRNAs and 3′tritsRNAs. Of interest, both tRFs and tRNA-halves were classified from these tritsRNAs. tRNA-halves are generally believed to be the products of tRNAs under nutritional, biological or physicochemical stresses [2, 4, 36], while *T. vaginalis* parasites were cultured regularly at low density in our experiment. The presence of tRNA-halves was also noted in a recent study in which nine tRNA-halves were discovered from extracellular vesicles of the parasite *T. vaginalis* cultured under conditions of no external stress [7]. It is notable that no extra iron was included in both studies. Iron is essential in the development of *T. vaginalis*, while iron depletion having the potential to cause the accumulation of nitric oxide in a parasite’s cytoplasm, low expression of adhesins on the cell surface, formation of pseudocysts and prolonged survival [37–39]. Although the components in Diamond’s medium contain iron and could maintain the regular growth of parasites, the ideal level of iron needed remains unclear. Therefore, it is possible that variations in the level of iron in the culture medium place a nutritional stress on the parasite during development. To our knowledge, this is the first time that both tRFs and tRNA-halves have been reported in a protist organism under ordinary culture conditions, and the effect of iron in the generation of tsRNAs need to be further evaluated.

The mechanisms of tsRNAs biogenesis have yet to be revealed because the cleavage loci of known tRNA-specific nucleases still remain to be fully addressed. We therefore analyzed the motifs for tritsRNAs production. Since tRNA structure is highly conserved, there might be other factors involved in the genesis of tritsRNAs. In a tRNA molecule, the D- and T-loops interact with each other to support stabilization. It is thus possible that the motifs might be dependent on the spatial structure of tRNA and were composed of nucleotides that were not adjacent to each other along the sequence. Other unknown mechanisms might also take place in addition to motif recognition in tritsRNAs generation and need to be further elucidated.

## Conclusions

Taken together, this study has provided the first comprehensive evaluation of small non-coding RNAs in *T. vaginalis*. Previously reported miRNAs were not detected, indicating their absence or that they have little biological function in *T. vaginalis* parasites. Interestingly, three categories of tritsRNAs composed of both classes of tritRFs and tritRNA-halves were identified from *T. vaginalis* under a no stress condition. Future research is needed to understand whether these tsRNAs play a specific role in *T. vaginalis*. Our findings elucidate the profile of small RNAs and provide evidence of tRFs and tRNA-halves in *T. vaginalis*, which could lead to better understanding of the evolution of RNA processing in the early eukaryotes and the pathogenesis of trichomoniasis.

## Supplementary Information

**Additional file 1: Table S1.** Sequences of stem-loop reverse transcription primers. **Table S2.** Sequences of PCR primers. **Table S3.** Counts of reads mapped to known miRNA sequences.

**Additional file 2: Figure S1.** Scatter plots of tritsRNAs between each two categories.

**Additional file 3: Figure S2.** Size distribution of 5'tritsRNAs from the top 20 highest tsRNAs-expressed tRNA genes in total and unique reads.

**Additional file 4: Figure S3.** Size distribution of mid-tritsRNAs from the top 20 highest tsRNAs-expressed tRNA genes in total and unique reads.

**Additional file 5: Figure S4.** Size distribution of 3'tritsRNAs from the top 20 highest tsRNAs-expressed tRNA genes in total and unique reads.

## Data Availability

The datasets generated and analyzed during the current study are available in the GEO repository under the accession number GSE160464.

## Abbreviations

AGO: Argonaute protein
cDNA: Complementary DNA
mRNA: Messenger RNA
miRNA: MicroRNA
ncRNA: Non-coding RNA
piRNA: Protein-interacting RNA
PIWI: P-element induced wimpy testis
RPM: Relative number per one million reads
rRNA: Ribosomal RNA
RT-PCR: Quantitative reverse transcription-PCR
snRNA: Small non-coding RNA
snoRNA: Small nucleolar RNA
tRFs: Transfer RNA-derived fragments
tRNA: transfer RNA
tsRNAs: Transfer RNA-derived small RNAs

# Supplementary material for: Global survey of miRNAs and tRNA-derived small RNAs from the human parasitic protist Trichomonas vaginalis
**Source:** Parasit Vectors. 2021 Jan 29;14:87. doi: 10.1186/s13071-020-04570-9
**Supplement:** Supplementary file 1 — Additional file 1: Table S1. Sequences of stem-loop reverse transcription primers. Table S2. Sequences of PCR primers. Table S3. Counts of reads mapped to known miRNA sequences.

Table S1. The sequences of stem-loop reverse transcription primers.

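Table S1 holds 32 primers for the first step of stem-loop RT-PCR, 9 for 5′tritsRNAs (names that begin with 5), 12 for mid-tritsRNAs and 11 for 3′tritsRNAs (names that begin with 3), 1 for each candidate. All of them share the same 42 nt at the 5′ end, which fold into the stem-loop. The last 8 to 12 nt differ in every primer and are the part designed from the sequence of the individual candidate. They prime the reverse transcription of that fragment, and the stem-loop lengthens the short product so that it can be amplified and sized on a gel.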

| ID | RT primers |
| --- | --- |
| 501tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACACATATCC |
| 502tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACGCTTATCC |
| 503tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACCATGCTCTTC |
| 504tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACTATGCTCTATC |
| 505tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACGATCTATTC |
| 506tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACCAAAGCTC |
| 507tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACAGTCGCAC |
| 508tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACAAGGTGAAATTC |
| 509tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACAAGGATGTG |
| mid1tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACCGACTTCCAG |
| mid2tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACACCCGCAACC |
| mid3tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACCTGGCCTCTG |
| mid4tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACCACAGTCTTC |
| mid5tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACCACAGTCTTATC |
| mid6tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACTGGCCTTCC |
| mid7tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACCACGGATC |
| mid8tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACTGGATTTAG |
| mid9tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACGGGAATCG |
| mid10tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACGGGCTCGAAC |
| mid11tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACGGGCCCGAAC |
| mid12tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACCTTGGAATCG |
| 301tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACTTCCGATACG |
| 302tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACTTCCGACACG |
| 303tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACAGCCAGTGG |
| 304tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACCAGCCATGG |
| 305tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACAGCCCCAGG |
| 306tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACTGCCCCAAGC |
| 307tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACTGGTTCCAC |
| 308tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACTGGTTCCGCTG |
| 309tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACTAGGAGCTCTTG |
| 310tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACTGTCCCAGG |
| 311tsrnaRT | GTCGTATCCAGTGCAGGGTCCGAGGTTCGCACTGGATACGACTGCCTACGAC |

Table S2. The sequences of PCR primers.

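Table S2 pairs each candidate with a forward primer of 19 to 23 nt and gives 1 general reverse primer of 17 nt, whose sequence lies within the 42 nt shared by the stem-loop primers. The reverse primer therefore serves every candidate, and specificity rests on the forward primer and on the end of the stem-loop primer. Of the 32 forward primers, 31 are distinct. The forward primers of mid10 and mid11 are identical, and the 10-nt specific ends of their stem-loop primers differ at 1 position.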

| ID | Sequences of primers |
| --- | --- |
| 501tsrnaF | GACTTCCGATATCGTTCAGCG |
| 502tsrnaF | GATCTCCGACATCGTTCATC |
| 503tsrnaF | GATCCCGACCATAGCTCAG |
| 504tsrnaF | GATCGCCTGTGTAGCTCAAC |
| 505tsrnaF | GATCGTCCCAGTAGTATATTG |
| 506tsrnaF | GATCGCTTTCCTAGCTCAAC |
| 507tsrnaF | GATCGGGACTTTAGCTCAC |
| 508tsrnaF | GATCGCACCGCTGGTCTAATG |
| 509tsrnaF | GATCGCCCCAATAGTATATC |
| mid1tsrnaF | AGAGATCAGACTGTTAATCTG |
| mid2tsrnaF | GAGAGATCTCTTAATCTTGG |
| mid3tsrnaF | GAGAGATCCTTGACACGGATC |
| mid4tsrnaF | GAGAGATCCCCTTCTAAGGAG |
| mid5tsrnaF | GAGAGATCCCCTCCTAAGGAT |
| mid6tsrnaF | GAGAGATCCCTTTACACGGATG |
| mid7tsrnaF | GAGAGATCATTGTGGCTCAATA |
| mid8tsrnaF | GAGAGATCGACTCTGAATCC |
| mid9tsrnaF | GAGAGATCTTTTGATCCGGG |
| mid10tsrnaF | GAGAGATCCTAAGGTCTTGG |
| mid11tsrnaF | GAGAGATCCTAAGGTCTTGG |
| mid12tsrnaF | GAGAGATCTGATCCTGGTTCG |
| 301tsrnaF | GAGATCTTCATCCACAGGATC |
| 302tsrnaF | GAAGATCCTCATCCGCTGGAG |
| 303tsrnaF | GAAGATCCTTAATCTTGGGGTTG |
| 304tsrnaF | GAGATCCTAAGGAGAAGACTG |
| 305tsrnaF | GATCCTAAGGATAAGACTGTG |
| 306tsrnaF | AATCCACGGATGGAAGGCCAG |
| 307tsrnaF | CGATCCTAAGGTCTTGGGTTC |
| 308tsrnaF | CTGATCCTAAGGTCTTGGGTTC |
| 309tsrnaF | GAGAGATCTTGGTTCAATTCC |
| 310tsrnaF | GAGAGATCCCAGTTCGATTCTG |
| 311tsrnaF | GAGAGATCCCGGTTCAACTCC |
| general reverse | CCAGTGCAGGGTCCGAG |

Table S3. The counts of reads mapped to known miRNA sequences

| miRNA candidate IDs | Counts | | |
| --- | --- | --- | --- |
|  | TV01 | TV02 | TV03 |
| tvm-001 | 17 | 61 | 77 |
| tvm-002 | 84 | 104 | 90 |
| tvm-003 | 46 | 217 | 171 |
| tvm-004 | 5 | 11 | 9 |
| tvm-005 | 39425 | 56954 | 44513 |
| tvm-006 | 0 | 0 | 0 |
| tvm-007 | 0 | 0 | 0 |
| Tvm1_DS114515:7733-7712 | 0 | 2 | 5 |
| Tvm2_DS177933:152-132 | 0 | 0 | 0 |
| Tvm3_DS176142:693-673 | 0 | 0 | 0 |
| Tvm4_DS160029:395-416 | 0 | 0 | 0 |
| Tvm5_DS113666:32359-32338 | 0 | 0 | 0 |
| Tvm6_DS177803:248-269 | 7 | 11 | 9 |
| Tvm7_DS177310:460-481 | 1 | 0 | 1 |
| Tvm8_DS174663:730-750 | 0 | 0 | 0 |
| Tvm9_DS162040:804-784 | 0 | 0 | 0 |
| Tvm10_DS176757:229-209 | 0 | 0 | 0 |
| Tvm11_DS177474:213-232 | 0 | 0 | 0 |
| tva-miR-001 | 0 | 0 | 0 |
| tva-miR-002 | 0 | 0 | 0 |
| tva-miR-003 | 0 | 0 | 0 |
| tva-miR-004 | 0 | 0 | 0 |
| tva-miR-005 | 0 | 0 | 0 |
| tva-miR-006 | 11 | 28 | 4 |
| tva-miR-007 | 0 | 0 | 0 |
| tva-miR-008 | 0 | 0 | 0 |
| tva-miR-009 | 0 | 0 | 0 |

How the deposited data were processed for this re-analysis (not part of the article)

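Small RNA sequencing libraries of 3 *T. vaginalis* clones (Tv01, Tv02 and Tv03, trophozoites in exponential culture, 1 library each) were analysed. The clones were assigned from the sample labels and the column names of Table 1, and were treated as 3 replicates of 1 condition. Where the sources do not state whether cultures were handled separately beyond their being 3 clones, the SD measures the spread between these libraries, which may be partly technical.

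The values in the files are counts made by the authors: the number of raw reads, the number of clean reads, the number of clean reads of each length from 14 to 40 nt, and the number of each base over the clean reads. According to the paper, the authors evaluated the raw reads with FastQC and trimmed adaptors with Cutadapt. The submitters' processing notes name FastQC 0.11.7 and cutadapt 1.17. The deposited counts were not normalized, not mapped and not pooled. They hold total reads. Unique reads, reads per RNA class, per miRNA or per tRNA, and tRNA coverage were not analysed here from read data. No genome was used. The paper's filter on reads under 18 nt is not applied in the deposited length tables. A difference in trimming, size selection or RNA quality between libraries would change the shares directly, since each share is relative to all clean reads of its library.

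From the counts, the share of each length was computed per clone over all clean reads, with the mean and SD over 3 clones and the share in the summed reads. Exact 95% binomial (Clopper-Pearson) intervals were computed for shares of single clones. A peak was a length with more reads than the neighbouring length on each side, with no call at the shortest and longest length in use. Clones were compared by the total variation distance and by a chi-square test of homogeneity on the reads per length. No p-value across clones is given, since there are no groups. The peak call was tested on simulated length tables of 27 lengths with 4 known peaks at the libraries' depths, and returned exactly those peaks in 200 of 200 runs. The simulated peaks stood on a smooth baseline. They were higher over their neighbours than most peaks found here, such as 29 nt in Tv03 (1.08 times). These runs therefore do not show how the rule handles weak peaks or an uneven baseline. Nor do they show whether a weak peak, such as 20 nt in Tv01 (1.03 times the mean of its neighbours), stands for a distinct RNA.

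For miRNAs and RNA classes, the read counts are the paper's own (Table S3 and Table 1), copied as printed, and only the clean-read totals and length counts come from the deposited files. The design written before the data were examined had assumed that such counts, and counts per tRNA, would be among the files used here. Fold over neighbours was the reads of a length divided by the mean of the lengths on either side. The lowest depth was 6186244 clean reads (Tv03) and the highest 7811640 (Tv02), so 3 counts, taken as the approximate one-sided 95% upper limit for a count of 0, were at most 0.485 RPM in a clone.

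The lengths, miRNAs and classes named in the text were chosen by a rule written before the data were examined: every one that the paper names, the 10 lengths with the largest pooled share, and the 5 with the largest ratio between clones among lengths with a pooled share of at least 1%. The paper's Table 1 and Table S3 had been read by then. By pooled share, the rule named 29, 14, 15, 16, 32, 17, 22, 30, 28 and 18 nt, and by ratio 14, 15, 16, 29 and 27 nt. The peak at 20 nt, the classes of 14 to 17 and 38 to 40 nt, the ratio of 29-nt to 32-nt reads, the fold over neighbours, the number of 22-nt reads per miRNA read, the mean read length, the base composition and the yield of clean reads were chosen after the data were seen. Of the lengths that the paper names only for unique or tRNA-derived reads, 21, 33, 34 and 40 nt are not described singly. The 24-nt length is described only as a peak. Alternatives set before the data were examined were leaving out each clone, pooled counts, lengths of 18 to 40 nt or of 20 to 38 nt, a peak rule with 2 lengths on each side, mapped reads as denominator, all miRNAs, and at least 10 counts in every clone. Clean reads of 18 to 40 nt as denominator of the miRNA and class counts were added after seeing the data. Computation used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9.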

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

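All tests of explanations given here were chosen after the results they bear on had been seen.

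Reads of 14 to 17 nt, a size range on which the paper does not report, made up 20.9% of the pooled clean reads, with 9.87% in Tv01, 19.5% in Tv02 and 34.8% in Tv03. Reads that do not match the genome are argued against as the whole source: the mapped reads of Tv03 in Table 1 exceed its reads of 14, 15 and 18 to 40 nt together, so at least 53.3% of its 16- to 17-nt reads must have mapped, although short reads can also match a genome by chance, which was not tested. Fragments of annotated mRNAs alone are too few, since all mRNA reads of Tv03 in Table 1 would make up 30.3% of its 14- to 17-nt reads. This does not cover fragments of transcripts that fall among the unannotated reads, which were 43.3% of the clean reads of Tv03. Gel excision or recovery that depends on length may contribute. Tv03 shares were 7.97 times those of Tv01 at 14 nt, 4.25 at 15 nt, 2.65 at 16 nt and 1.70 at 17 nt. This ratio had 0 rises from one length to the next. Beyond 17 nt it did not keep one direction, with 0.499 at 27 nt, 1.27 at 32 nt and 0.682 at 40 nt. The decline therefore bears on the short reads only. RNA fragmentation would give the same decline, so it stays open beside a biological difference between the clones, which 1 library per clone cannot separate from the library.

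The largest class of 18 to 40 nt was 29 nt in Tv01 and Tv02 and 32 nt in Tv03. A recovery that depends smoothly on length would leave the height of a peak over its neighbours in place, but the 29-nt height in Tv03 was 0.549 of that in Tv01, while the 32-nt height was 1.46 times as high. The tRNA share of Table 1 in Tv03 was 0.731 of that in Tv01, but a proportional fall of all tRNA-derived reads is argued against as the whole cause if the 29-nt excess over its neighbours is tRNA-derived, since this excess in Tv03 was 0.0618 of that in Tv01, a ratio of 11.8 between them. In Tv02, the tRNA share was 0.997 and the 29-nt excess 0.578 of that in Tv01, a ratio of 1.73. A shift among individual fragments, and a difference between the clones themselves, stay open and were not tested, since the counts carry no sequences.

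A peak at 22 nt appeared in every clone, at 1.33, 1.12 and 1.13 times the mean of the neighbouring lengths in Tv01, Tv02 and Tv03. Previously proposed miRNAs other than tvm-005 could make up at most 1.74% of the excess in any clone (Tv03) and are too few. Reads of the tRNA-derived tvm-005 could make up at most 40.1% of the excess in Tv01, but they outnumber the excess in Tv02 and Tv03, where they stay a candidate source. The length of the tvm-005 reads is not in the counts. The paper reports mid-tritsRNAs of about this length, which were not analysed here and stay open as a source.

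A smaller peak at 20 nt was shared by the 3 clones, at 1.03, 1.1 and 1.13 times the mean of the neighbouring lengths in Tv01, Tv02 and Tv03.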

How the results depend on the processing

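Of the 39 alternative values other than those from leaving out a clone, 24 moved by less than 1 SD between clones (for numbers of peaks or miRNAs, stayed within 1.5 times) and 15 moved further. No direction was tested, since there are no groups. With lengths of 18 to 40 nt only, the share at 32 nt was 6.21% and at 36 nt 4.79%, and the mean total variation distance between clones was 8.91% against 18.7% over all lengths. With lengths of 20 to 38 nt only, the shares at 29, 32 and 36 nt were 9.01%, 7.26% and 5.59%. The fewer reads in the denominator account for these higher shares. When a peak had to exceed 2 lengths on each side, 2 lengths were peaks in every clone instead of 5. The miRNA share of the pool was 0.679% with all miRNAs, and 4 miRNAs had at least 10 counts in every clone. Over clean reads of 18 to 40 nt, an alternative chosen after seeing the data, the rRNA, tRNA and unannotated reads of Table 1 came to 43.8%, 16.0% and 50.5%. These are not true shares, since Table 1 as a whole also includes 14- to 17-nt reads. All mapped reads came to a mean of 119% in this way. Leaving out a clone moved 1 of 45 values by more than 1 SD, the mean total variation distance, which ranged from 13.5% without Tv03 to 26.4% without Tv02. With 3 clones, leaving out 1 cannot move a mean over the clones by 1 SD between them. For the mean shares and ratios, this rule therefore cannot show whether a value depends on 1 clone. For the share of 14- to 17-nt reads, also chosen after seeing the data, the mean without Tv03 was 14.7% and without Tv01 27.2%, against 21.4% over the 3 clones. Without Tv03 the mean mRNA share was 3.44%. The tsRNA abundance by tRNA, amino acid or type and the unique reads could not be computed from the deposited counts, so their alternatives were not run. Depth does not limit the size distribution, and for single miRNAs it limits values under about 3 counts.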

Differences from the paper's values

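No value that the paper states for these libraries and that was computed here in the same way differed by more than 1.5 times. The mapped, miRNA and tRNA percents rest on the paper's own counts over the same clean-read totals, so they check its arithmetic only. The paper gives tsRNAs as 12.79% of clean reads, while the tRNA reads of its Table 1 come to 12.71% of the pool. The paper states that reads shorter than 18 nt were removed, while the deposited clean reads start at 14 nt. The clean-read totals in Table 1 match the deposited totals only with the reads of 14 to 17 nt included. With lengths of 18 to 40 nt, set before the data were examined, the clean reads of Tv03 would be 4033888, against the paper's 6186244. The mapped reads of Table 1 exceed the clean reads of 18 to 40 nt by 75436 in Tv01, 785472 in Tv02 and 1775906 in Tv03, so at least 11.1%, 51.5% and 82.5% of the 14- to 17-nt reads are among them. In Tv03, the deposited clean reads less the paper's unmapped reads give 5810794, which is 1000 more than the paper's mapped reads of 5809794. The paper's peaks at 29, 32 and 36 nt were peaks in every clone here. For the size distribution of all small RNAs in total reads the paper names these 3, and the clean reads here also had peaks at 20 and 22 nt in every clone. For tRNA-derived reads, whose lengths were not analysed here, the paper does name a peak at about 22 nt. In Tv01 the 22-nt reads (5.69% of clean reads) outnumbered the 32-nt (4.26%) and 36-nt reads (3.50%). The paper ranks tsRNAs next after rRNA-derived reads. Over the annotated classes of Table 1, this held in the pool (12.7% tRNA, 5.57% mRNA), in Tv01 and in Tv02. In Tv03, mRNA reads (10.5%) exceeded the reads of the tRNA class (10.1%). That class leaves out the tRNA-derived tvm-005 (0.720% of the clean reads of Tv03), which Table 1 counts among miRNAs. Adding tvm-005 to the tRNA reads would restore the paper's ranking in Tv03. The unannotated reads (38.3% of the pool) exceeded both rRNA (34.5%) and tRNA reads. The paper describes its size distribution as that of mapped reads, and the lengths here are of all clean reads.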

Other observations

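The share of raw reads kept as clean reads was 74.7% in Tv01, 58.4% in Tv02 and 51.9% in Tv03. Tv03, with the smallest share kept, had the most 14- to 17-nt reads, and Tv01, with the largest, had the fewest. Mean read length was 26.6, 26.0 and 23.8 nt over all clean reads, and 27.7, 28.6 and 28.4 nt over reads of 18 to 40 nt. G was more frequent than C in every library, at 28.1%, 28.4% and 26.9% of the bases against 19.3%, 19.9% and 20.0%. Reads of 38 to 40 nt, the upper end of the size selection, made up 6.16%, 6.34% and 4.30%.

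The following test was chosen after the values had been seen. The rRNA share of clean reads was 40.1%, 33.8% and 29.2% and the tRNA share 13.8%, 13.8% and 10.1% in Tv01, Tv02 and Tv03. A hypothesis was that 14- to 17-nt reads of other classes diluted both. Tv02 had a larger share of 14- to 17-nt reads than Tv01 (19.5% against 9.87%), yet its tRNA share was 0.997 of that in Tv01, which goes against dilution alone for tRNA. Table 1 as a whole includes 14- to 17-nt reads, so its counts over clean reads of 18 to 40 nt are not true shares. Divided by the clean reads of 18 to 40 nt instead, the rRNA reads of Table 1 came to 44.5%, 42.0% and 44.8% and the tRNA reads to 15.3%, 17.1% and 15.5%. The coefficient of variation over the clones was then 0.223 of its former value for rRNA and 0.365 for tRNA. These ratios restate how the shares vary with the 14- to 17-nt reads over the same 3 libraries, so they do not decide the hypothesis, and the counts do not give the class of the short reads.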
